# Ductal Macrophages Predominate in the Immune Landscape of the Lactating Mammary Gland

**DOI:** 10.3389/fimmu.2021.754661

**Published:** 2021-10-20

**Authors:** Chervin Hassel, Blandine Gausserès, Laurence Guzylack-Piriou, Gilles Foucras

**Keywords:** mammary gland, lactation, immunity, scRNA seq, macrophages

## Abstract

The mammary gland is unique in female mammals. Mammary tissue undergoes development and remodeling during lactation, a stage associated with high susceptibility to bacterial infections, inducing an inflammatory condition called mastitis. Although the immune response of the mammary gland has been the subject of intense research to improve prevention and treatment efficacy, the precise definition of its immune composition at this particular physiological stage is still missing. We combined single-cell RNA-Seq, flow cytometry, and three-dimensional confocal microscopy techniques to characterize the immune landscape of lactating murine mammary tissue. Macrophages dominated the immune cell repertoire and could be subdivided into at least two subsets: ductal and stromal macrophages. Ductal macrophages represented approximately 80% of the total CD45^pos^ immune cells and co-expressed F4/80 and CD11c, with high levels of MHC class II molecules. They were strategically poised below the alveolar basal cells in contact with the myoepithelial cell network. Adaptive T and B lymphocytes were remarkably less numerous at this stage, which could explain the limited efficacy of vaccination against mastitis. These results support the view that new strategies to increase mammary immunity and prevent mastitis should be devised.

## Introduction

Female mammals are characterized by the presence of one or several pairs of mammary glands. These highly specialized glands provide high-quality nutrients and passive immunity to their offspring after delivery. Mammary development is mainly post-natal and post-pubertal under coordinated hormonal control, but also occurs throughout life with extensive tissue remodeling, especially during gestation (late development) and at the end of lactation (involution). Recent studies have underscored the importance of immune cells in the development of mammary tissue, highlighting the central role of macrophages in branching and duct elongation (1–3). Lactation is also the stage of highest predisposition to infection by various types of bacteria, leading to an inflammatory condition called mastitis. These infections are highly frequent and detrimental for gland function. This is particularly true in domestic species raised for milk production, with few available treatments, except currently unwanted antibiotic administration, and current vaccine with poor efficacy. Mastitis is a true economic burden for the dairy industry and also an important cause of pain and suffering for the animals. Better knowledge of the composition and functioning of the mammary immune system during lactation is thus necessary to define new strategies based on improving immunity rather than antimicrobial therapy. Little information is available on the immune composition of mammary tissue, notably during lactation. We thus used a combination of single-cell RNA sequencing, flow cytometry, and three-dimensional confocal microscopy after careful separation of the mammary glands from the nearest lymph nodes to describe the immune landscape of murine mammary tissue at the lactation stage. Here, we show that macrophages are the major cell population of the immune compartment in the lactating mammary gland. Several subsets can be distinguished, and ductal macrophages, located at the lumen interface, represent a majority of the immune cells, whereas adaptive lymphocytes are much less numerous in this tissue.

## Materials and Methods

### Mice

Ten- to sixteen-week-old female C57BL/6 mice (Charles River) were bred and housed in a specific pathogen-free facility (INSERM US 006 – CREFRE). Experiments were performed in an accredited research animal facility of the UMR IHAP, ENVT, Toulouse, France.

Mice were handled and cared for according to the ethical guidelines of our institution and following the Guide for the Care and Use of Laboratory Animals (National Research Council, 1996) and the European Directive EEC/86/609, under the supervision of authorized investigators. Mice were euthanized by cervical dislocation and all efforts were made to minimize animal pain and distress.

### Blood Cell Staining For Exclusion

Mice were intravenously injected with 100 µg CD45 antibody FITC-labeled (clone REA737, Miltenyi Biotec)/PBS solution (Miltenyi Biotec) using a 1 mL insulin syringe. Mice were sacrificed 5 min after injection following a previously described protocol (4).

### Single-Cell Preparation, TotalSeq Staining, and Immune-Cell Isolation

The fourth pair of lactating mammary glands were harvested from the mice and the inguinal lymph nodes carefully removed from the tissue preparation. Each mammary gland was finely sliced and digested with Liberase at 83 µg/mL and DNAse I at 40 µg/mL in HBSS, 0.5% BSA, 10 mM Hepes for 20 min at 37°C. Digested preparations were passed through filters of diminishing grid size (100, 70, and 40 µm), crushed between two filters, and washed three times. The number of cells of each lactating mammary gland preparation were determined, adjusted to 10 x 10^6^ cells per mL, and incubated with FcR Blocking Reagent (Miltenyi Biotec) for 10 min on ice to avoid non-specific labelling through Fc-receptors. Lactating mammary gland cell suspensions of each mouse were labeled using TotalSeq™ anti-mouse hashtag 1-3 antibodies A301-303 (Biolegend, UK) for 30 min at 4°C. After two washing steps, the three suspensions were pooled and stained with anti-IgG2b-Vioblue antibody to specifically label CD45 cells. Cell suspensions were then labeled with 7AAD (Biolegend) as a viability marker. Doublet, 7AAD^pos^ and FITC^pos^ cells were gated out to sort only viable resident CD45^pos^ immune cells using a BD FACS Influx instrument (BD Biosciences) and 90,000 cells were recovered.

### Single-Cell RNA Sequencing Using the 10X Genomics Approach

Cell viability was confirmed using an aliquot of Trypan blue-treated sorted cells. The cells were encapsulated in a water-in-oil emulsion in contact with unique barcode-coated gel beads using the 10X Genomics Chromium technology. Almost 18,000 cells were injected into two lanes of a Chromium controller. Then, the scRNA-Seq library was prepared using Chromium Single Cell 3ʹ Reagent Kits v3 according to the manufacturer’s instructions. The libraries were pooled and sequenced using one lane of an Illumina HiSeq3000 device following the instructions of 10X Genomics, allowing obtention of almost 300 million reads. The single-cell RNA-seq sequencing data are available under the following accession number GSE183919.

### Analysis of sc-RNA-Seq Data

Sorted sequencing reads were converted from BCL2 to FASTQ files and demultiplexed using bcl2fastq converter (v2.20.0.422). Then, the sequences were aligned to the Mm10 mouse genome using STAR, filtered, and normalized and UMI counting and production of the gene/barcode matrix were performed for all libraries (RNA and HTO, TotalSeq hashtag) using CellRanger pipeline software (v 3.0.2). HTO tags were then counted in all HTO libraries using the Python script CITE-seq-Count (v 1.4.2) with TotalSeq Hashtag (Biolegend) parameters, which allows creation of a hashtag count matrix.

Downstream analyses were then performed using R package Seurat v 4.0.0 (5) and R package UMAP (0.2.7.0). RNA and HTO counts were first normalized by log normalization and demultiplexed using the cell hashing function of Seurat. 

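The hashtag count matrix examined here held 6 hashtags, named WT1, WT2, WT3, KI1, KI2 and KI3, and a further row of counts that matched no hashtag. The counts of a barcode were divided by its hashtag total, multiplied by 10000 and transformed to log(value + 1). HTODemux, the cell hashing function of Seurat, then grouped the barcodes into 7 clusters. For each hashtag it fitted a negative binomial distribution to the raw counts of the cluster in which that hashtag was lowest, and a barcode was called positive when its count was above the 0.99 quantile of this background. With the 3 WT hashtags alone the same steps could not be fitted, so the 6 hashtags were classified together, a choice made after the counts had been seen. Barcodes were positive above 4 counts of WT1, 6 counts of WT2, 4 counts of WT3, 3 counts of KI1, 6 counts of KI2 and 3 counts of KI3. These cutoffs depended on the normalization. With a centred log ratio across barcodes in place of log normalization, the cutoff was 33 counts for WT2 and 19 counts for KI1, and lay between 3 and 4 counts for the other 4 hashtags.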

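Of the 16968 barcodes with at least 1 hashtag count, 12166 were positive for a single hashtag and classified as singlets. These singlets made up 71.7% of the barcodes (exact Clopper-Pearson 95% interval 71.0% to 72.4%, counting error only). A further 3439 barcodes, or 20.3% (19.7% to 20.9%), were positive for more than 1 hashtag and classified as doublets. The remaining 1363 barcodes, or 8.03% (7.63% to 8.45%), were negative for every hashtag. If every doublet held 2 or more cells, singlets and doublets together would hold more cells than the paper states were injected. This reading takes the paper's number as the total of its 2 lanes. The classes are therefore calls on barcodes, not numbers of cells. Only hashtag counts were examined, not the UMIs of the gene expression libraries. The median was 112 hashtag counts in singlets (interquartile range 58 to 174), 202 in doublets (117 to 320) and 2 in negative barcodes (1 to 3). The interquartile ranges of singlets and doublets overlapped, whereas that of negative barcodes lay below both. The sum of a random pair of singlets had a median of 237 hashtag counts. Of the doublets, 2630 were positive for exactly 2 hashtags and 809 for 3 or more. In 1221 doublets of exactly 2 hashtags (46.4%, 44.5% to 48.4%), the weaker hashtag lay at or above the 5th percentile of its own singlets. In the other 1409 it lay below, with a median of 7 counts.

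**Figure D1:**
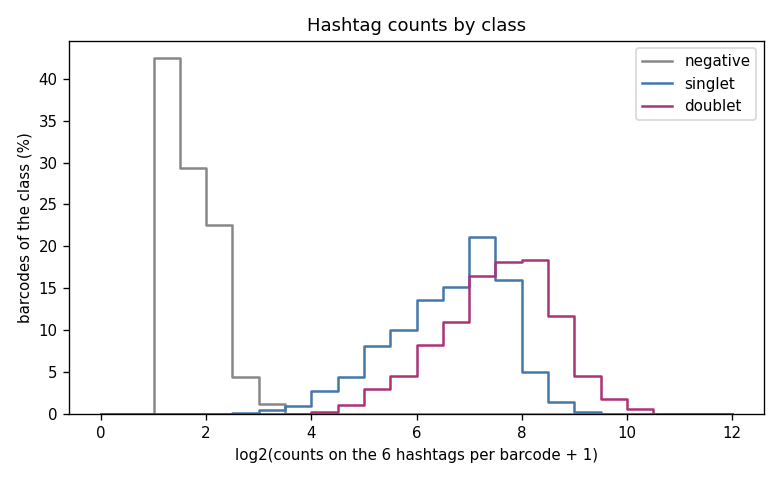
Distribution of hashtag counts per barcode in negative barcodes, singlets and doublets. The x axis gives log2(counts on the 6 hashtags + 1) and the y axis the percentage of the barcodes of each class. Negative barcodes (median 2 counts) overlap with the lowest singlets (median 112) at low counts, while singlets and doublets (median 202) overlap widely.

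Doublets made up 22.0% (21.4% to 22.7%) of the hashtag-positive barcodes. This share ranged from 6.66% with MULTIseqDemux, another classifier of Seurat, to 50.8% when the unmapped counts were kept in the total used for log normalization. With the unmapped counts kept, the fitted cutoff was 0 counts for KI1, so any KI1 count made a barcode positive. On simulated counts with known classes, between 12.6% and 22.5% of the singlets were called doublets in the 3 of 5 simulated sets in which the classification could be fitted. The simulated background was drawn from real counts below 20, which may include second cells with little bound antibody. These shares are therefore not error rates of the real calls.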

The number of UMIs for singlets, doublets, and negative cells were next determined and used to keep only singlet cells. The top 1,000 most variable features were determined to scale the RNA data and reduce the dimension of the data using Principal Component Analysis (PCA). Then, the first 10 principal components were selected to cluster the cells using the Louvain algorithm and various resolution parameter values. The non-linear dimension reduction UMAP technique was used to visualize and explore the cell clusters. Differentially expressed genes (biomarkers) for each cluster were determined using the non-parametric Wilcoxon rank sum test and heatmap representations. Cell-type attribution for each cluster was performed using both marker gene analysis and automatic cell-type attribution based on R package clustifyr (6). Indeed, clustifyr uses a wide range of prior knowledge of cell types (clustifyrdata R package) to assign general cell identities to each cell cluster in the dataset. Trajectory analysis was performed using the dynverse workflow based on the dyno (v 0.1.2) and tidyverse (v 1.3.0) R packages. This pipeline provides the advantage of comparing more than 50 trajectory inference methods and inferring the trajectory without prior assumptions (7). The slingshot method was selected as the best and used to infer the pseudo-time and trajectory. The trajectory was visualized on the UMAP coordinates using R package dynplot (v 1.0.2.9000). Gene-set enrichment analysis (GSEA) was performed using R package ClusterProfiler v 3.18 (8). This analysis makes it possible to associate the marker genes of each cluster with enriched functions or cellular pathways. ReactomePathwayAnalysis (v 1.34) was used for the GSEA of each macrophage cluster and the compareClusters function to compare differential enrichment across clusters.

### Flow Cytometry

A single-cell preparation was obtained from mammary gland tissue as described above. Cell numbers were determined by the flow cytometry absolute counting system (MACSQuant Analyzer, Miltenyi Biotec, Germany). Cells (1-2 x 10^6^) were incubated in HBSS, 0.5% BSA, 10 mM Hepes containing mouse FcR Blocking Reagent (Miltenyi Biotec, Germany) following the manufacturer’s instructions. Cell viability was assessed using Viobility 488/520 Fixable Dye (Miltenyi Biotec, Germany). Incubation with the antibodies was performed at 4°C for 30 min in the dark. The antibodies used were: Ly-6G VioBlue (REAfinity™, clone REA526, Miltenyi Biotec), CD45 VioGreen (REAfinity™, clone REA737, Miltenyi Biotec), CD335 (NKp46) PE (REAfinity™, clone REA815, Miltenyi Biotec), CD19 PE-Vio 615 (REAfinity™, clone REA749, Miltenyi Biotec), CD11c PE-Vio 770 (REAfinity™, clone REA754, Miltenyi Biotec), F4/80 APC (REAfinity™, clone REA126, Miltenyi Biotec), CD3 APC-Vio770 (REAfinity™, clone REA641, Miltenyi Biotec), Ly-6C VioBlue (REAfinity™, clone REA796, Miltenyi Biotec), Ly-6G FITC (REAfinity™, clone REA526, Miltenyi Biotec), CD335 (NKp46) FITC (REAfinity™, clone REA815, Miltenyi Biotec), CD19 FITC (REAfinity™, clone REA749, Miltenyi Biotec), CD3 FITC (REAfinity™, clone REA641, Miltenyi Biotec), CD206 (MMR) PE (rat, C068C2, Biolegend), CX3CR1 PerCP/Cyanine5.5 (mouse, SA011F11, Biolegend), CD64 APC-Vio770 (REAfinity™, clone REA286, Miltenyi Biotec), and CD11b APC-Vio770 (REAfinity™, clone REA592, Miltenyi Biotec). Acquisition was performed with a MACSQuant (Miltenyi Biotec, Germany) flow cytometer using MACSQuantify software. Flow cytometry data were analyzed using FlowJo (Tree Star, USA) software.

### Confocal Microscopy on Mammary Tissue After Optical Clearing

The anti-mouse primary antibodies used were: mouse IgG2aκ anti-α-smooth muscle actin clone 1A4 (eBioscience, 14-9760-82, 1/500), rat CD45 clone 30F-11 (BioLegend, 103102, 1/200), rabbit F4/80 clone D4C8V (Cell Signaling, 30325S, 1/400), rabbit CD11c clone D1V9Y (Cell Signaling, 97585S, 1/150), rat CD11b clone M1/70 (BioLegend, 101247, 1/500), and rat MHCII clone M5/114.15.2 (BioLegend, 107601, 1/200). The secondary antibodies used were (all diluted at 1/500 and from Invitrogen unless otherwise specified): Alexa Fluor 488 goat anti-mouse IgG2aκ (A-21131), Alexa Fluor 568 goat anti-rat IgG (A-11077), Alexa Fluor 647 goat anti-rabbit IgG (A-21244), and Alexa Fluor 594 goat anti-rabbit Fab fragment (Jackson ImmunoResearch, 111-587-003, 1/160).

The clearing protocol was adapted from Rios et al. (9). Briefly, tissues were fixed in 4% paraformaldehyde, washed in PBS, and incubated overnight with primary antibodies. After several washing steps, tissues were incubated overnight with secondary antibodies, and then DAPI before clearing in FUnGI (10).

Images of the samples were captured using a Zeiss LSM 710 confocal microscope equipped with x20/0.8 PL APO oil differential interference contrast (DIC) and x40/1.3 PL APO oil differential interference contrast objectives using the spectral unmixing mode at 512 x 512 pixels. Images were processed using Zen (Zeiss) and FIJI/ImageJ (11).

## Results

### Single Cell Transcriptomics Reveals the Unbiased Immune Landscape of Mammary Tissue at Lactation Stage

We set up a single-cell isolation protocol from whole mammary tissue of the fourth pair of glands of lactating C57BL/6 mice using gentle physical trituration and enzymatic digestion to determine the exact resident immune cell composition without any *a priori* assumption. Blood cells were excluded by pre-labelling with FITC-labelled CD45 antibody injected intravenously shortly before euthanasia, as previously described (4). Lymph nodes were also carefully removed during dissection of the mammary glands in order to isolate truly mammary-resident cells, except for one mouse to estimate the impact of any remaining lymphoid tissue on the composition (**Supplementary Figure 1**). After labeling using TotalSeq A hashtag antibodies for multiplexing, CD45^pos^ cells were sorted from a pooled cell suspension after the exclusion of dead and CD45-labeled blood cells. 

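Cell hashing marks the cells of each animal with antibodies against common surface proteins that carry a short DNA sequence, the hashtag. Cells of several animals can then be encapsulated together, and the hashtag counted with each cell barcode gives the animal of origin. The paper describes 3 lactating C57BL/6 mice whose suspensions were labelled with hashtags 1 to 3, pooled and sorted. The inguinal lymph node was left in place in 1 of these mice. The mice were 10 to 16 weeks old according to the paper and 8 to 12 weeks old according to the sample labels. The labels list 2 gene expression and 2 hashtag libraries of this pool, numbered 1 and 2. The authors counted the hashtags of all hashtag libraries with CITE-seq-Count and its TotalSeq hashtag parameters, and 1 matrix of raw counts per hashtag and cell barcode was analysed. Its columns do not tell the libraries apart. It was treated as 1 sample without replicates, and intervals cover counting error only. The paper describes UMI counting for all libraries in the Cellranger step and does not repeat it for CITE-seq-Count, so the values are called counts. The gene expression libraries were not analysed here. The matrix held 17406 barcodes and 2373449 hashtag counts. A further 180992 counts, 7.09% of all counts, matched no hashtag and were left out of the classification. No hashtag was counted in 438 barcodes. In the others, the median was 116 hashtag counts per barcode, with a 5th percentile of 2 and a 95th percentile of 364. The matrix lists 3 hashtags named WT and 3 named KI, and the paper's text does not name the KI hashtags. The hashtags WT1, WT2 and WT3 were taken as hashtags 1 to 3 of the paper from their names and numbers only. They held 57.4% of the hashtag counts. A barcode was called positive for each hashtag whose count exceeded the fitted background of that hashtag, and negative when no hashtag did.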

Single-cell RNA-seq was applied to sorted cells of three mice using the protocol of 10X Genomics, as summarized in **Figures 1A, B**. 

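The 3 WT hashtags were recovered at different levels. Hashtag WT2 (sequence GGTCGAGAGCATTCA) had 1075198 counts, or 45.3% of the counts on the 6 hashtags. Hashtag WT1 (ACCCACCAGTAAGAC) had 164207 counts and hashtag WT3 (CTTGCCGCATGTCAT) had 122696 counts. In singlets the median count of the own hashtag was 166 for WT2 (interquartile range 121 to 206), 66 for WT1 (40 to 101) and 63 for WT3 (32 to 105). The interquartile range of WT2 lay above those of WT1 and WT3, which overlapped each other. The mean count of the own hashtag was 306 times the average over the 5 other hashtags in WT2 singlets, 116 times in WT1 singlets and 108 times in WT3 singlets. MULTIseqDemux moved this ratio most, to 73.9 for WT2, 68.1 for WT1 and 55.1 for WT3. Averaged over the other 5 hashtags, singlets of a hashtag held 0.552 to 0.832 counts per hashtag. A singlet call itself requires low counts of the other hashtags, so the classification holds this background down. WT2 had the highest background, with a mean of 1.36 counts in singlets of other hashtags. It is left out of the average only in WT2 singlets, so the ratios of the hashtags do not share the same background.

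**Figure D2:**
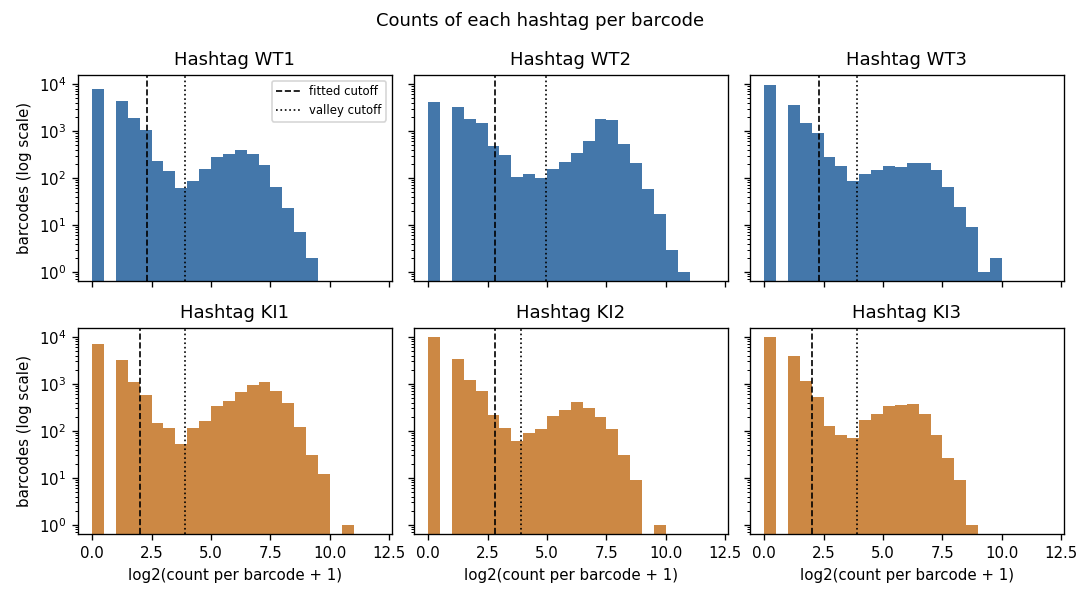
Histograms of the counts of each hashtag over all barcodes of the matrix, with the 3 WT hashtags in the upper row and the 3 KI hashtags in the lower row. The x axis gives log2(count per barcode + 1) and the y axis the number of barcodes on a log scale. Dashed lines mark the fitted cutoffs (3 to 6 counts) and dotted lines the cutoffs at the valley of each histogram (14 to 30 counts). Each hashtag shows a peak near 0 counts and another peak at high counts.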

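Demultiplexing assigned 6599 singlets to the hashtags WT1, WT2 and WT3. Of these, 66.8% carried WT2 (4410 barcodes, exact Clopper-Pearson 95% interval 65.7% to 68.0%), 20.6% carried WT1 (1359 barcodes, 19.6% to 21.6%) and 12.6% carried WT3 (830 barcodes, 11.8% to 13.4%). These intervals do not overlap, but with 1 pool the variation between separate pools is unknown. The number of singlets of these 3 hashtags depended most on whether the unmapped counts were kept in the total used for log normalization, which gave 3731. Over every setting that could be fitted it ranged from 3731 to 8405. In the setting that gave 3731, the cutoff was 0 counts for KI1, so any KI1 count made a barcode positive. In each of the 12 settings, WT2 had the most singlets of the 3 WT hashtags. The paper also used the cell calls of Cellranger on the gene expression libraries, which were not analysed here, and states its number of unique cells from both steps.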

A total of 6,427 unique cells were obtained by Cellranger pipeline analysis and sample demultiplexing using the Seurat pipeline. A proportion of the cells (n = 1,817) showed very low levels of *Ptprc* (CD45), corresponding to endothelial cells. They were excluded from further analysis. At this step, we noted that the sample corresponding to the mammary gland that included the inguinal lymph node had a different cell composition from that of the others (**Supplementary Figure 1**); this mouse was excluded from further analysis. Unbiased clustering and UMAP dimensional reduction algorithms were applied to the remaining cells, resulting in nine clusters (**Figure 1C**). The cell clusters were assigned to a given cell type without any prior assumptions based on combining gene expression levels of known immune markers, as indicated below, and automatic attribution using the *clustifyr* package, (**Figure 1D** and **Supplementary Figure 2**). UMAP patterns showed six different cell types, corresponding to T lymphocytes (*Cd3e*), NK cells (*Ncr1*), neutrophils (*S100a8*), mastocytes (*Tpsb2*), mononuclear cells, and macrophages. Several different clusters of macrophages could be identified based on typical expression patterns (with *Adgre1* and *Fcgr1* as the main genes) and the mRNA levels of *Cd74*, *Socs3*, *Hsph1*, *Clec10a*, and *Birc5* genes (**Figure 1E** and **Supplementary Figure 3**). T cells were recognized as *Cd3e-*, *Il7r-*, and *Cxcr6*-expressing cells, but no *CD4* or *CD8a* expression was detected in this cluster, as observed elsewhere, due to the limited sensitivity of the scRNA-seq technology (12). The chart plot clearly shows that macrophages constitute the main immune cell type in lactating mammary tissue (**Figure 1F**).

**Figure 1:**
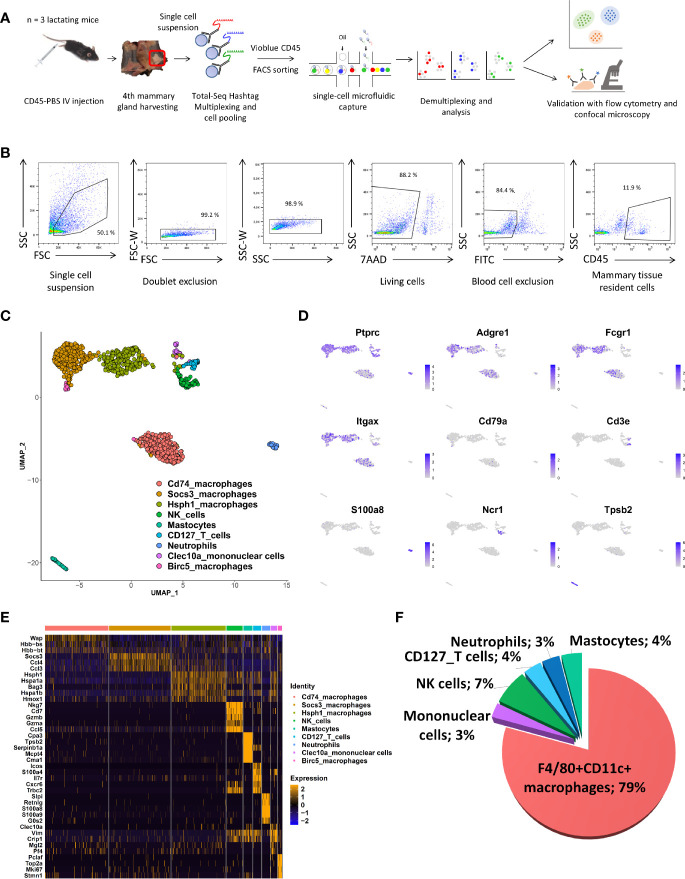
scRNA-Seq description of immune-cell composition of the lactating mammary gland. **(A)** Schematic overview of the experimental pipeline used to perform the10X Chromium scRNA-Seq experiments on mammary tissue from lactating mice (n = 3). **(B)** Gating strategy used for FACS sorting prior to the use of single-cell Gel Beads in Emulsion (GEM). **(C)** UMAP plot of multiplexed CD45^pos^ cells isolated from the lactating mammary glands of two mice. The colors indicate clusters identified after automatic assignation. **(D)** Feature UMAP plots displaying the level of single-cell expression of key cell-type markers. **(E)** Heatmap indicating the five most differentially expressed genes for each CD45^pos^ cell cluster. **(F)** Proportion of CD45^pos^ immune cells in the lactating mammary gland determined by scRNA-seq. The numbers indicate the percentage of each cell type among all immune CD45^pos^ cells.

### Various Macrophage Subsets Populate the Mammary Tissue

We next focused our analysis on the various subsets amongst the macrophage clusters. We excluded the *Clec10a* cluster from the analysis because it corresponds to a mix of dendritic cells (*Zbtb46*) and macrophages. We compare the expression level of Adgre1 (F4/80) and Itgax (CD11c) between all the remaining macrophage clusters (**Figure 2A**). The result clearly showed high expression levels of both markers with a slightly lower *Itgax* levels in *Birc5*_macrophages. Differential expressed genes between the 4 macrophage clusters have been determined and are represented with an heatmap (**Figure 2B**). *Birc5* cluster expressed high levels of genes in cell cycling such as *Top2a*, *Pclaf*, *Stmn1*, *Mki67* and *Birc5* genes. The *Cd74*_macrophages expressed few enrichment genes like *Cd74* (**Supplementary Figure 3**), *Tmsb4x* and some milk-protein transcripts as *Csn1s2b*, *Csn1s2a* and *Csn1s1*. Moreover, this cluster presented lower expression levels of *Ptprc* (CD45), *Adgre1* (F4/80), *Itgax* (Cd11c), and *Fcgr1* (CD64) than the *Birc5* and *Socs3* macrophage subsets (**Supplementary Figure 3**). The *Socs3*_macrophage cluster expressed high levels of classical canonical macrophage markers, such as *Csf1r* (M-CSFR), *Cx3cr1*, and *Cd68* (**Supplementary Figure 3**) and immune functions genes like *Socs3*, *Rgs1*, and *Dusp1* (**Figure 2B**). The *Hsph1*_macrophages were genetically close to the *Socs3*_macrophages (**Figure 1C**) but expressed several different genes, such as the HSP family genes *Hspa1a*, *Hspa1b*, *Hsph1*, *Dnajb1*, *Ciita*, and *Bag3*. We next investigated the cellular functions of each macrophage clusters using a Gene Ontology enrichment analyze (**Figure 2C**). The results clearly indicated a division of cellular functions as *Birc5* cluster is a dividing cell population. *Socs3*_macrophages and *Hsph1*_macrophages are clearly involved in immune functions such as IFNγ signaling and TLR4 Cascade. The second cluster showed others activated signaling pathways as HSP and NF-KB. In addition, we used a trajectory inference approach, without any prior assumption, using the slingshot model in the *Dyno* pipeline (7) to understand the relationship between the macrophage subsets (**Supplementary Figure 4**). The inferred trajectory showed *Birc5*_macrophages as the precursors of the various lineages or subsets, followed by *Socs3*_macrophages. Next, the trajectory splits into *Hsph1*_macrophages and *Cd74*_macrophages.

**Figure 2:**
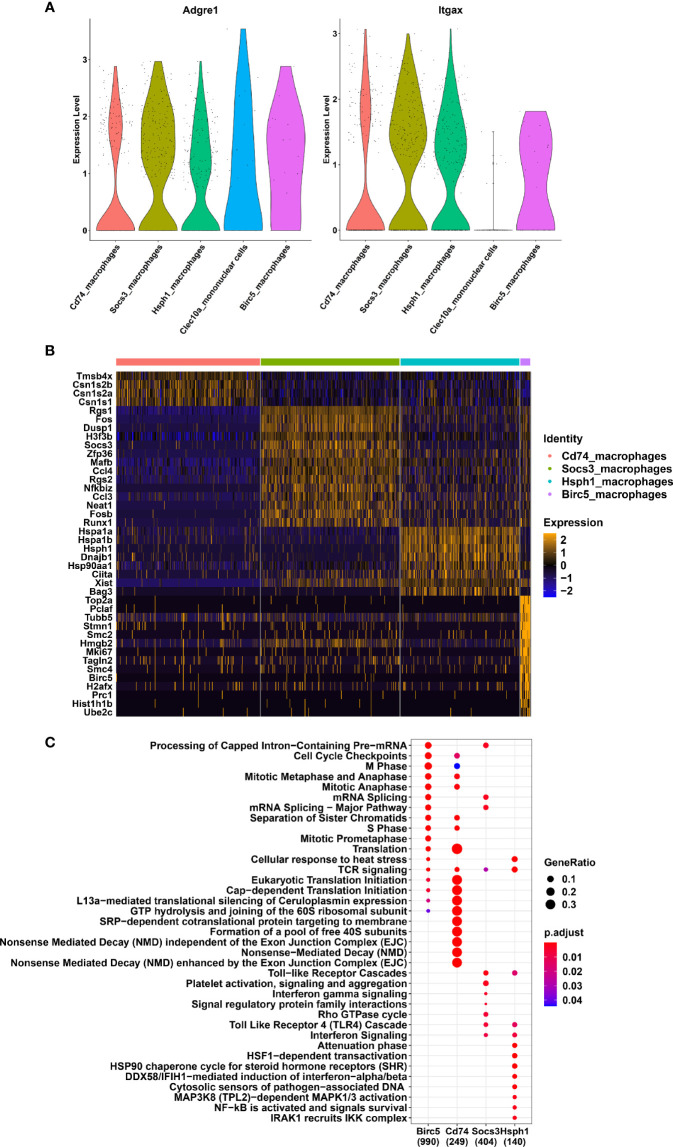
Different subsets of macrophages in the lactating mammary gland **(A)** Violin plots showing the expression of Adgre1 and Itgax genes in mononuclear phagocyte system clusters. **(B)** Heatmap indicating the twenty most differentially expressed genes for each macrophage cluster. **(C)** Reactome pathways enriched in each macrophage cell cluster. The colors of the dots correspond the adjusted p-value. The size of each dot corresponds to the GeneRatio.

### Cell Surface Expression by Flow Cytometry Defines Two Main Populations of Mammary Macrophages

To further confirm the scRNA-seq results, we next analyzed the mammary cell composition by flow cytometry using the same protocol to prepare single cell suspensions (**Figure 3A**). Immune cells (identified as CD45^pos^, as before) represented almost 22% of the events recognized as living cells. They were divided amongst macrophages (F4/80^pos^ CD11c^pos^, 79%; CD11c^pos^ single-positive cells, 5.5%), T cells (CD3^pos^, 5%), B cells (CD19^pos^, 3.4%), and NK cells (NKp46^pos^, 0.5%) (**Figure 3B**). Based on the F4/80 and CD11c markers, the macrophages subdivided into two subpopulations, with most (> 90%) included in a continuum expressing both markers (**Figure 3B**). None of the markers identified by scRNA-seq enabled clear separation into the macrophage subsets identified at the transcriptional levels. Indeed, this double-positive population expressed certain other key immune surface markers, such as CD64, CX3CR1, and MHC II molecules (**Figure 3C**). Only 16% expressed CD206, and 52% were positive for CD86. CD11b is expressed in 19% of the double positive cells, but Ly6C was not detected in this macrophage subset (**Figure 3C**). All genetic and molecular markers indicate that this cell population very probably corresponds to recently discovered ductal macrophages (2). On the contrary, high and uniform expression of CD11b was detected in F4/80^pos^ CD11c^neg^ cells and they likely correspond to stromal macrophages, as previously shown (2).

**Figure 3:**
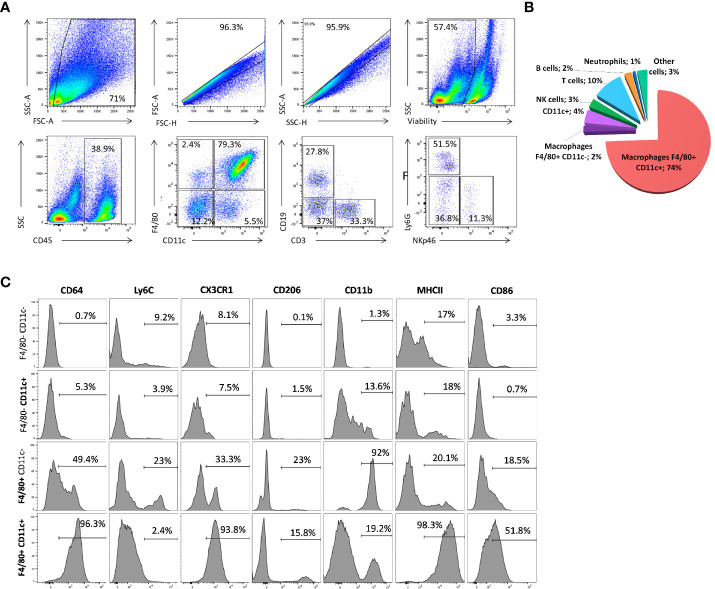
Immune-cell composition of the lactating mammary gland. **(A, C)** Flow cytometry analysis of the immune landscape on single-cell suspension from lactating mammary tissue. The numbers indicate the percentage of cells within the corresponding gate. These patterns are representative of one of 10 individual mice analyzed, each giving similar results. **(B)** Pie chart showing the proportions of CD45^pos^ immune cells in the lactating mammary gland by flow cytometry. The numbers indicate the percentage of each cell type among all living CD45^pos^ immune cells. **(C)** Flow cytometry analysis of the level of various markers in F4/80 CD11c double-negative, single-positive, and double-positive CD45^pos^ cell sub-populations.

### Double-Positive CD11c^pos^ F4/80^pos^ Mammary Macrophages Are Ductal Macrophages Located Beneath the Mammary Epithelia

To determine the spatial organization of the above-described cell types, notably the macrophage subsets that could be identified on the basis of the markers F4/80 and CD11c, we next examined tissue sections by confocal microscopy, after tissue clearing, using antibodies against both markers. Confocal images showed the presence of CD45^pos^ F4/80^pos^ CD11c^pos^ MHCII^pos^ CD11b^neg^ stellate-shaped alveolar cells, which were closely associated with SMA^pos^ myoepithelial cell network (**Figures 4A–D**). Such localization confirms their definition as ductal macrophages. We also used additional markers for their identification like CD45, F4/80, CD11c, CD11b, CX3CR1, and MHCII (2), (**Figure 4E**) and confirmed previous observations showing that macrophages localize immediately adjacent to alveolar basal cells during lactation, where they frequently imitate basal-cell morphology (13). Macrophages were also present within alveoli, consistent with their enrichment in milk (14).

**Figure 4:**
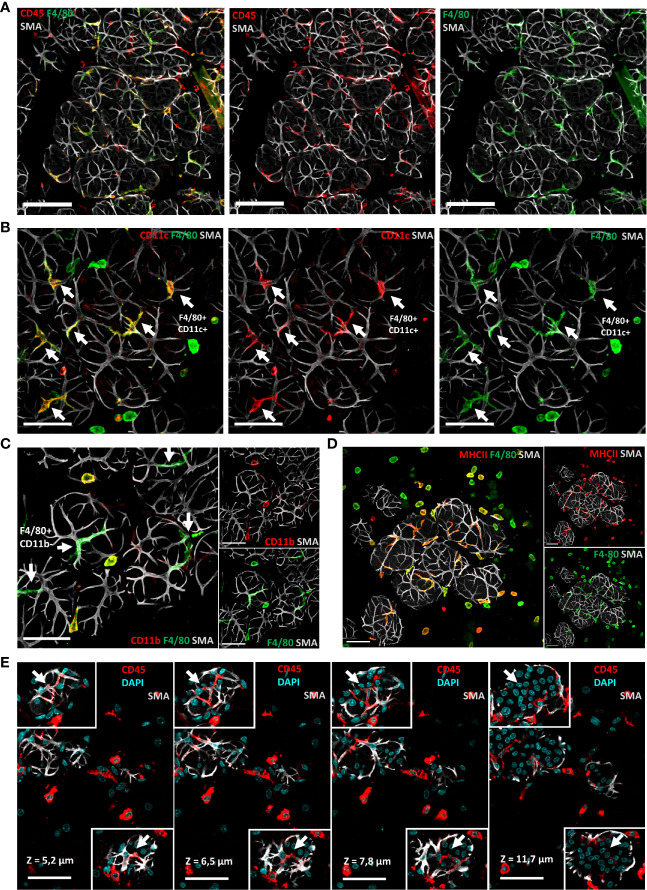
Most macrophages around alveoli have a stellar shape and correspond to so-called ductal macrophages. **(A–D)** Three-dimensional maximum intensity projections (MIPs) of confocal microscopy images representative of optically cleared C57BL/6J lactating mammary glands. **(A)** Predominance of stellar-shaped F4/80 ^pos^ alveolar cells closely associated with SMA^pos^ myoepithelial cells among mammary gland CD45^pos^ leukocytes. **(B–D)** F4/80 ^pos^ alveolar cells (white arrows) are CD11c ^pos^, CD11b^neg^, and MHCII ^pos^. **(E)** Four sequential optical slices (1.3 µm thick), in which the depth (*z* value) is relative to the first image in the sequence, showing the intercalary position of CD45^pos^ CD11c^pos^ cells (white arrows) between the luminal and basal epithelial cells in two distinct alveoli. Scale bars = **(A)** 100 µm, **(B–E)** 50 µm.

## Discussion

The exact immune-cell composition during lactation (7 to 10 days after delivery in mice, when lactation is well established) was ill-defined until now (15, 16). In humans, no work using scRNA-seq reported about the immune cell composition of healthy breast tissue, and even more so during lactation. By ontogenesis, the mammary gland is an adipose tissue containing not only adipocytes, but also epithelial, endothelial, and immune cells (17). Immune cells are much less numerous than epithelial, endothelial, and stromal cells. For that reason, enrichment of immune cells using specific markers like CD45 is needed before droplet encapsulation, when a great number of immune cells want to be profiled. Only, Azizi et al. performed sorting on CD45^pos^ immune cells from breast cancer patients undergoing mastectomy before encapsulation (18). As a consequence, most studies describe the epithelial cell composition in tumorigenic micro-environment (19, 20).

### Improvements Over Existing Protocols for Tissue Resident Cell Profiling

Determination of the cell composition is highly dependent on the mode of single-cell preparation and the technical approach used for enumeration. Previous studies considering whole mammary tissue without a pre-enrichment step have examined a low number of immune cells (17, 21). Furthermore, the tissue is highly vascularized at the lactation stage to provide the nutrients necessary for milk synthesis. Immune cells, like neutrophils and monocytes, may also be recruited from the blood into the tissue through diapedesis when an infection occurs. The well-developed vascular network is thus a source of non-resident cells that must be excluded before analysis when the purpose is to describe tissue-resident cells of a healthy gland.

We pay much attention to remove any extra tissue form the single cell suspension to avoid spill over from lymphocyte-rich tissue, whether they are blood or lymph node. The cell composition determined in this work differed significantly from previous reports (17, 21). Only one of our samples, with a draining lymph node included, had a composition similar to that in previously published reports, indicating that previous descriptions of mammary cell composition were biased by the co-isolation of lymphoid tissue at the same time as mammary tissue. The abundance of lymphoid T and B cell is probably due to the presence of one or several lymph nodes that were extracted with mammary tissue, increasing erroneously the proportion of lymphocytes.

High HSP gene expression suggests that *Hsph1*_macrophages may correspond to an activated subset (22). However, we cannot exclude that this gene expression pattern is not biologically relevant and is the consequence of tissue digestion with enzymes at physiological temperature (23). It is technically possible to use alternative protocols for single cell preparation by using low temperature digestion as described recently. This protocol remains to be evaluated in further details for mammary tissue, to see if cell recovery remains optimal and cell activation may be avoided.

### Different Macrophage Subsets Are Present Within the Mammary Tissue and Have a Different Pattern of Distribution

At least two categories of macrophages populate the mammary tissue: ductal and stromal macrophages, that are not only distinguished by different expression of usual surface markers, but also by their location. Within the ductal macrophage subset, different types are also present that may have different functions, states of activation or differentiation stages. Indeed, *Birc5*_macrophages seem to be precursor and dividing cells. This particular cell subset has been previously designated as “stem-like macrophages” in mouse adipose tissue (24). *Socs3*_macrophages could be non-activated macrophages which could quickly respond to different cytokines or detect the presence of pathogens as bacteria in the context of mastitis or play a major role in the mammary gland tissue remodeling. *Hsph1*_macrophages seem to be activated *Socs3*_macrophages because of their genetic closeness in the UMAP representation (**Figure 1C**). Finally, *CD74*_macrophages expressed high levels of MHC II-related genes (*CD74*, *H2-Aa*, and *H2-Eb1*) and milk-protein transcripts (*Csn2*, *Csn1s2a*, *Csn1s2b*). This cluster should correspond to macrophages that phagocytosed epithelial cells, which led to a confusing pattern of gene expression and assignment, as described previously (2). This is in accordance with the high cell turnover, milk exfoliation, and phagocytosis observed in the lactating mammary gland (2). The sensitivity of detection of the scRNA-seq method is often low as the number of differentially expressed genes may not be sufficient to ascertain the functions. So, the exact functions and involvement of each macrophage clusters in the mammary gland remain to be examined in further details.

### Lessons for Mammary Immune Defenses and Further Paths for Improvement

We showed that various sub-populations of macrophages constitute the major immune cell types in lactating mammary glands, conversely to adaptive immune cells that are scarce in the mammary tissue (15). Notably, Betts et al., showed a decreased abundance of total CD4^pos^ cells compared to the nulliparous stage and during involution. These findings are key to understanding how to overcome mastitis and to developing new preventive strategies by improving mammary gland immunity against bacterial infections though vaccination or immune training. Future studies are needed to understand the role of the various subsets of ductal macrophages in the immune homeostasis of the mammary gland and the response to infection.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus database under the following accession number GSE183919.

## Ethics Statement

The animal study was reviewed and approved by Unité IHAP INRAE UMR 1225, Ecole Nationale Vétérinaire de Toulouse - D3155527.

## Author Contributions

CH, BG, LG, and GF designed the experiments, analyzed the data, and wrote the manuscript. CH and BG performed the research and prepared the figures. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the Agence Nationale de la Recherche (ANR REIDSOCS; ANR-16-CE20-0010) to GF.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

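The experiment profiled sorted CD45pos cells from a pool of the lactating mammary glands of 3 mice, and the sample labels list 2 gene expression and 2 hashtag libraries. Only a hashtag count matrix was analysed. The gene expression libraries, the flow cytometry and the microscopy were not analysed here, so the cell types, the endothelial cells and the comparison of the mouse with its lymph node in place were left out.

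The authors counted the hashtags of all hashtag libraries with CITE-seq-Count and its TotalSeq hashtag parameters, and deposited raw counts per hashtag and cell barcode, without normalization. The paper's text does not name the list of barcodes or any merging of similar barcodes. It describes UMI counting for all libraries in the Cellranger step and does not say again whether the values from CITE-seq-Count are UMIs. PCR reads without molecular identifiers are not independent molecules, so every interval covers counting error only. The matrix has 6 hashtags and a row of unmapped counts, which names no hashtag, holds 7.09% of all counts and stayed out of the totals and the classification. The barcodes have 16 bases and no barcode is listed more than once. The columns do not show which library a barcode came from, so the matrix was treated as 1 pooled sample. The precision of a call follows from the depth per barcode, which had a median of 116 hashtag counts.

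The design written before the data were examined was to classify the hashtags WT1 to WT3 alone, with log normalization and HTODemux in its default setting. That classification could not be fitted, because the fit of a background distribution failed. The classification reported in the text used the same settings with all 6 hashtags and was chosen after the data were examined. Log normalization used a scale factor of 10000, and HTODemux used clara clustering with 7 clusters, a positive quantile of 0.99 and a seed of 42. Seurat 5.3.0 with fitdistrplus 1.2.4 and cluster 2.1.8.1 in R 4.3.3 was used, whereas the authors used an earlier version of Seurat. Barcodes with at least 1 hashtag count entered the classification, and no other filter on barcodes was applied. Barcodes positive for more than 1 hashtag were called doublets and kept apart from singlets. Doublets of cells with the same hashtag cannot be seen. Under random pairing they make up 23.7% of all pairs. If every called doublet were a pair of cells, adding them would raise the share of doublets among hashtag-positive barcodes from 22.0% to 28.9%. With cutoffs at the valley of each histogram, the same step gives 16.8% in place of 12.9%. The first of these values is uncertain, since singlets were also called doublets on simulated counts.

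Shares are given with exact Clopper-Pearson 95% intervals. There was 1 sample and no comparison between conditions, so no test was made and no p-value is given. Observed doublet pairs were set against random pairing of singlets with the observed shares of hashtags, and the sum of a random pair of singlets was taken from 100000 draws. The design named a ratio of medians for the signal of a hashtag over its background. The median background was between 0 and 2 counts, so a ratio of means was used. No gene was named from the matrix, and the rule set before the data were examined was to report every hashtag. Tables and intervals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

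The alternatives were a centred log ratio across or within barcodes, positive quantiles of 0.95 and 0.999, kmeans in place of clara, MULTIseqDemux in place of HTODemux, the unmapped counts in the total, and stricter minimum counts per barcode. Added after the data were examined were a cutoff at the valley of each hashtag's histogram, searched between 8 and 64 counts in bins of 0.5 on the log2 scale, and the WT hashtags alone with a centred log ratio or kmeans. The classification was tested on 5 simulated sets of 12000 singlets, 1500 doublets and 1400 barcodes without a hashtag, drawn from the counts of the real barcodes. The reported setting could be fitted in 3 of the 5 sets. In these, it gave between 76.2% and 87.4% of the singlets their own hashtag, and between 86.5% and 100% of the doublets were called doublets. Between 12.6% and 22.5% of the singlets were called doublets. The simulated background came from real counts below 20, which may include second cells with little bound antibody, so this is not an error rate of the real calls. A centred log ratio across barcodes could be fitted in all 5 sets and gave between 83.9% and 88.2% of the singlets their own hashtag. With kmeans, 3 of the 5 sets could be fitted, only 31.6% to 52.8% of the singlets were given their own hashtag, and 47.2% to 68.4% were called doublets.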

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

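All tests in this part were chosen after the counts of the KI hashtags had been seen.

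The matrix holds 3 hashtags named KI that the text of the paper does not mention, and each had a signal above its background. Singlets numbered 3226 for KI1 (sequence AAAGCATTCTTCACG), 1115 for KI2 (CTTTGTCTTTGTGAG) and 1226 for KI3 (TATGCTGCCACGGTA). Together these were 5567 barcodes, or 45.8% of all singlets (exact 95% interval 44.9% to 46.6%, counting error only), and the KI hashtags held 42.6% of the hashtag counts. Free hashtag antibody in the droplets would give a single low peak in the histogram of each KI hashtag over all barcodes. Each histogram had an upper peak as well, which held between 5.21 times (KI3, 365 against 70 barcodes) and 21 times (KI1, 1092 against 52 barcodes) as many barcodes as the valley below it, in bins of 0.5 on the log2 scale. Misread WT hashtag sequences would leave a higher WT count beside most KI counts. Of the 7871 barcodes with at least 20 counts of a KI hashtag, taken without regard to their classification, 10.7% (10.00% to 11.4%) had a WT hashtag at least as high, and the closest sequences among the 6 hashtags differed at 8 of 15 bases. KI cells encapsulated apart from the WT cells would leave few doublets of a WT and a KI hashtag. The pairs were counted in doublets of exactly 2 hashtags whose weaker hashtag lay at or above the 5th percentile of its singlets. The stronger hashtag was not held to this bound. Of these 1221 doublets, 846 paired a WT with a KI hashtag, 1.06 times the number under random pairing (0.994 to 1.14). The 9 single combinations of a WT and a KI hashtag lay between 0.583 and 1.47 times. With MULTIseqDemux, over all doublets of exactly 2 hashtags, the ratio was 0.76. These values argue against each of the 3 technical explanations and are consistent with cells labelled with the KI hashtags in the same droplets as the WT cells. What KI stands for, and whether these cells belong to the experiment of the paper, stays open. The sample labels give no second group of mice, so no biological explanation was tested.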

How the results depend on the processing

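The valley cutoffs and the settings with the WT hashtags only were chosen after the data were examined, as was the use of 6 hashtags. The other alternatives were set before the data were examined.

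The number of singlets of WT1 to WT3 was 6599. It stayed within 1.5 times of this value in every setting run except when the unmapped row was kept in the total, which gave 3731. The number of all singlets was 12166 and fell to 7780 in that setting, where the cutoff was 0 counts for KI1, so that any KI1 count made a barcode positive.

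The share of WT2 among the singlets of WT1 to WT3 was 66.8%. It moved outside its counting interval to 65.1% with a centred log ratio across barcodes, 65.3% with a centred log ratio within barcodes, 65.7% with the valley cutoffs, 65.2% with the WT hashtags only and a centred log ratio across barcodes, and 49.8% with the WT hashtags only and kmeans. WT2 had the most singlets of WT1 to WT3 in 12 of 12 settings, and the most of all 6 hashtags in 8 of 9. The exception was the setting with the unmapped counts in the total.

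The number of doublets was 3439. It was 2106 with a centred log ratio within barcodes, 6773 with a positive quantile of 0.95, 1122 with MULTIseqDemux, 8044 with the unmapped row in the total and 1953 with the valley cutoffs. Negative barcodes numbered 1363, and 122 with MULTIseqDemux. The share of doublets among hashtag-positive barcodes was 22.0%. It was 20.5% and 13.9% with a centred log ratio across and within barcodes, 43.0% with a positive quantile of 0.95, 17.0% with the higher positive quantile, 18.3% with kmeans, 6.66% with MULTIseqDemux, 50.8% with the unmapped row in the total and 12.9% with the valley cutoffs. For the positive quantile, the cutoffs show the cause by construction, since a quantile of 0.95 lowered them to 1 to 3 counts. The higher quantile, the centred log ratio within barcodes and the valley cutoffs raised every cutoff, which leaves fewer positive calls by construction. With the unmapped row in the total, the cutoff fell to 0 counts for KI1 and 1 for WT3. Any KI1 count then made a barcode positive, although the WT2 cutoff rose to 39 counts. For the remaining settings the cause was not tested.

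Doublets of a WT and a KI hashtag were 1.03 times random pairing, 0.98 with kmeans and 0.76 with MULTIseqDemux. The cause was not tested.

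Of 48 values for the share of a hashtag among singlets under the alternatives, 28 stayed within the counting interval and 20 moved, with 26 of the 48 higher and 22 lower. Of 48 values for the signal over background, 47 moved beyond counting error, 12 of the 48 higher and 36 lower, and they lay between 45.3 and 394. The number of singlets of the KI hashtags stayed within 1.5 times of its value in each of 8 alternatives, between 4038 and 7372.

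Minimum totals of 10 counts, 50 counts and 59.1 counts, the last set from the 99th percentile of the totals, could not be fitted, since HTODemux stops when a cluster holds no count of a hashtag. The 2 hashtag libraries could not be classified separately, since the columns do not tell libraries apart. No paired analysis was possible because the columns carry no replicate number and no groups were compared.

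On the simulated sets, the valley cutoffs gave a median of 98.9% of the singlets their own hashtag over 5 sets, against a median of 77.5% over the 3 sets fitted in the reported setting. The simulated background was drawn from counts below 20, which favours cutoffs near that value by construction, so the simulation does not rank the settings. Low counts limit what can be told apart. The reported cutoffs of 3 to 6 counts lie below the valleys of the histograms at 14 to 30 counts, and barcodes with a hashtag between them change class according to the setting.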

Differences from the paper's values

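The paper's number of unique cells after Cellranger analysis and demultiplexing is 6427. With all 6 hashtags of the matrix, 12166 singlets were found. The hashtags WT1 to WT3 alone had 6599 singlets, which is within 1.5 times of the paper's value. With the unmapped row in the total these hashtags had 3731 singlets, which is outside that range. Every other setting run stayed within it. The count here requires no cell call in the gene expression libraries, so the numbers need not cover the same cells. Of the alternatives set before the data were examined, the singlets of all 6 hashtags came within 1.5 times of the paper's value with a positive quantile of 0.95 (8965) and with the unmapped row in the total (7780). They did not with a centred log ratio across barcodes (12129) or within barcodes (13047), the higher positive quantile (12901), kmeans (12555) or MULTIseqDemux (15724). The valley cutoffs, chosen after seeing the values, gave 13204.

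The paper describes hashtags 1 to 3 on the cells of 3 mice. In the matrix, 6 hashtags had singlets, with the fewest (830) for WT3 and the most (4410) for WT2.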

Other observations

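The test of hashtag counts in negative barcodes was set before its result was seen. The other tests in this part, and the division of doublets and of neighbouring barcodes into parts, were chosen after.

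The paper excluded the mouse whose mammary gland included the inguinal lymph node. Which hashtag marked it is not known here. Without WT1, 5240 singlets of the WT hashtags remained, without WT2 2189, and without WT3 5769.

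Barcodes positive for exactly 2 hashtags were divided by their weaker hashtag. In 1221 of them, or 7.82% (7.41% to 8.26%) of the hashtag-positive barcodes, it was within the range of its singlets. In the other 1409, the median of the weaker hashtag was 7 counts and the median total 126. For these, free hashtag antibody in the droplets may be the source, and so may a cell with little bound antibody, and the explanations cannot be told apart from these counts. A test without regard to the classification used the 911 barcodes with at least 20 counts of 2 or more hashtags other than WT2. WT2 had the highest mean among the background hashtags in singlets of each other hashtag, so free hashtag antibody that raised another hashtag would raise WT2 as well. The weaker hashtag had a median of 57 counts in these barcodes and WT2 a median of 3 (interquartile range 1 to 10). WT2 was at least as high as the weaker hashtag in 21.5% (18.9% to 24.3%) of them, which argues against free hashtag antibody as the source of most of these barcodes.

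Pairs of hashtags differed from random pairing. Pairs of WT hashtags were fewer, at 0.740 times (0.667 to 0.820) over all doublets of exactly 2 hashtags. They were at 0.677 times (0.576 to 0.792) where the weaker hashtag was within the range of its singlets. Pairs of a WT and a KI hashtag were at 1.03 (0.983 to 1.08) and 1.06 (0.994 to 1.14), and pairs of KI hashtags at 1.19 (1.08 to 1.30) and 1.12 (0.980 to 1.28). The single pairs within these kinds differed, and some changed with the set of doublets. WT1 with WT3 was at 1.16 (0.888 to 1.49) over all doublets and 0.697 (0.406 to 1.12) within range, WT2 with KI1 at 1.02 and 1.29, WT2 with KI2 at 0.585 and 0.884, and WT3 with KI1 at 2.19 and 1.47. KI2 with KI3 was low in both, at 0.738 and 0.440, against the higher value of the KI pairs together. The cause was not tested, and no biological explanation was tested.

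Barcodes positive for no hashtag had a median of 2 hashtag counts. Low depth of the barcode, as in empty droplets, cannot be told apart from unlabelled cells by this value, since a negative call itself requires low counts. Their unmapped counts were higher than those of singlets, with a median of 18 (interquartile range 13 to 27) against 7 (4 to 11), and the 438 barcodes with no hashtag count had a median of 19. The lowest total of any barcode, unmapped counts included, was 6. Selection of barcodes on their total with the unmapped row would therefore remove negative barcodes with few unmapped counts. Singlets restricted to at least 6 unmapped counts had a median of 10, still below 18, so this selection alone does not give the difference. What the unmapped counts are was not tested, and neither was a biological explanation.

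Some cell barcodes differed from another by a single base. There were 20 such pairs, against 1.69 expected between random sequences of 16 bases. In each of the 20 pairs both barcodes had the same leading hashtag, against 23.8% of random pairs, and WT2 led in 19 of them although it led in 35.9% of barcodes. In 6 pairs the rarer barcode had at most 0.096 times the counts of the commoner one, which is consistent with sequencing errors in the cell barcode. In the other 14 pairs the rarer barcode had at least 0.5 times the counts, which argues against sequencing errors as their source, since an error carries a small share of the counts. Of these 14 pairs, 9 differed at base 16, the last base. Over all 20 pairs, 13 differed at base 16, so this position did not set the 14 pairs apart from the 6. The largest family had 4 barcodes with 129 to 175 WT2 counts each. A bead that carries more than 1 version of its barcode may give such families, an explanation that was not tested. The 11 families held 26 barcodes of 17406, too few to change the counts of singlets by more than their spread between settings. No biological explanation was tested.

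WT2 background was higher in KI3 singlets than in the singlets of the other hashtags. The mean was 1.86 WT2 counts in KI3 singlets and between 1.13 and 1.41 in the others, and with the valley cutoffs 2.41 against 1.35 to 1.90. Among barcodes with at least 30 KI3 counts, whichever hashtag led, 15.5% (13.6% to 17.4%) had 5 to 19 WT2 counts, against 5.91% to 8.99% of barcodes with at least 30 counts of another hashtag. Doublets with a WT2 cell would give a higher share with 20 or more WT2 counts as well. This share was 10.5% (9.00% to 12.2%) for KI3, within the range of 8.00% for WT1 to 15.0% for KI1 (14.0% to 16.0%), which argues against such doublets as the source. A small amount of WT2 antibody on the KI3 cells before pooling may give this pattern, a hypothesis that was not tested. No biological explanation was tested.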
